A study of Nannospalax ehrenbergi and Mus musculus with 25 samples. Its data were reported in "The transcriptome landscape of the carcinogenic treatment response in the blind mole rat: insights into cancer resistance mechanisms" (2019).

How the data were processed

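RNA-seq of neck-side muscle and tumor tissue was analyzed for the blind mole rat Spalax, a subterranean rodent, and for the house mouse. Animals had been injected with the carcinogen 3-methylcholanthrene (3MCA), which damages DNA and induces sarcomas. In tumor-bearing animals the injected side (IS) holds the tumor and the uninjected side (UIS) is tissue of the same animal away from the injection. The 25 libraries comprise 16 from Spalax and 9 from mouse. Spalax gave 4 untreated control libraries, 4 libraries of injected animals that grew no tumor (tolerant), and 2 libraries each of granuloma UIS, granuloma IS, fibrosarcoma UIS and fibrosarcoma IS. Mouse gave 3 libraries each of control, fibrosarcoma UIS and fibrosarcoma IS. Groups, animal numbers, sex and library index were taken from the labels of the samples. Small RNA was not analysed here.

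The authors sequenced single-end reads of strand-specific libraries, trimmed them with Trimmomatic, aligned them with TopHat2 to the published Spalax genome or to an NCBI mouse genome, and counted reads per gene with htseq-count. The mouse build and the strand setting of the counting are not stated, so no gene coordinates are given. The deposited values are a signal per gene, namely read counts that the authors divided by 1 size factor per library, with 1 table per species. In every library 100% of the values came out as whole multiples of the value of 1 read, which lay between 0.517 and 1.44. Whole reads were therefore recovered by division. The steps differed from size factors computed with DESeq2 on those reads by at most 1.1% in Spalax and 2.2% in mouse, after a common factor. The Spalax table lists 27988 genes and that of mouse holds 47593. In the Spalax table each lower-case t of a gene name stood as a comma, in 2387 names. Reading the comma as t gave 2308 names found in the mouse table, against 96 when the commas were left out, so the t was restored. In the deposited rows with a comma the position of the library fibrosarcoma UIS 2230 also holds pieces of names, so values were read from the end of each line. By symbol, 14769 genes are shared.

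Recovered reads per library ranged from 17025447 to 23386729 in Spalax and from 22143060 to 31179183 in mouse. A deposited value of 10 rests on 13.8 to 19.3 reads in the IS libraries and on 6.95 to 14.1 in the others, so counting error limits genes near the filter and is mostly larger outside the tumors. Reads carry no molecular identifiers. No 2 replicates of a group were copies of each other, since the chi-square per degree of freedom of the 25 replicate pairs was at least 48.1.

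The design had assumed raw counts and edgeR as the main test. Because the unit is a normalised signal, the main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(value + 1). Fold changes are on that scale and understate the change of low genes. Genes needed a value of at least 10 in as many libraries as the smaller group holds. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 are referred to as differentially expressed genes (DEGs). Only the libraries of the groups compared entered a fit, without covariates. The count tests on the recovered reads were alternatives: the quasi-likelihood test of edgeR 4.0.16 and the Wald test of DESeq2 1.42.0. Between the control and tumor-bearing UIS libraries they called 0 and 500 genes, and between granuloma IS and UIS 2925 and 5399. Interaction terms tested whether the IS against UIS difference itself differed between granuloma and fibrosarcoma, or between Spalax fibrosarcoma and mouse. Gene sets were tested with camera of limma at an inter-gene correlation of 0.01. Single scores were compared by exact permutation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

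The IS and UIS libraries of a tumor-bearing animal carry the same animal number, which is the source of the pairing. Fits with the animal as a block were run beside the fits without it. The correlation of the deviations of same-animal libraries from their group means was computed as a check of the pairing.

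Genes are named by a rule. They comprise the extracellular matrix (ECM) network and its partners, candidate genes, species genes and Fanconi anemia genes named by the study, as far as the tables hold them. For each comparison the 3 largest rises and 3 largest falls were added, among DEGs with a non-provisional symbol and no overlap between the libraries of the groups. A called gene outside this rule is stated as such. Xist, H19, Myod1 and Pax7 also lie outside it and were named to examine sex labels and a single tumor.

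The levels of Fanconi genes were compared across species as CPM (reads scaled to a common library total) with TMM scaling over the shared genes. The tables were normalised separately and rest on different gene models, so levels across species are described and not tested. Genes with a share of exon bases under other mouse genes were found in the GENCODE vM21 annotation, for 14533 shared genes (98.4%). Its build may differ from the build the authors used.

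The tests were tested on simulated data, in which 200 genes were changed in reads drawn from the means, dispersions and library sizes of the real libraries. With a log2 change of 2, limma recovered 75.0% of the changed genes at 4 libraries per group with 2.6% false calls, 0.5% at 2 per group and 0% at 3 per group. With a log2 change of 6, added after that outcome, it recovered 99.5%, 93% and 93.5%, with 6.6%, 4.1% and 3.6% of its calls false. DESeq2 recovered 88.5%, 31.5% and 42.0% at a log2 change of 2, with 19.2%, 50.8% and 41.3% of its calls false. At a log2 change of 6 the false share of DESeq2 was 20.3%, 31.7% and 33.3%.

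The alternatives were the count tests, other size factors, scaling by total reads, pseudocounts of 0.1 and 10, no filter on low values, all libraries of a species in one model, sex as a covariate, the animal block, reads thinned to the smallest library, and each library left out in turn. Library index and sex follow the groups in part. All control and tolerant libraries carry dual indexes and all libraries of tumor-bearing animals single ones, in both species as far as the groups exist. The Spalax controls were all female, the tolerant animals 3 males and 1 female, and the tumor-bearing animals 1 male and 3 females. Control Spalax muscle was taken as a biopsy from the anesthetized living animal, and tissue of tumor-bearing animals and control mice at death. For tolerant animals only a biopsy is stated. Time from injection to sampling was 14 and 16 months in granuloma, 18 and 30 in fibrosarcoma, and 18 or 30 in tolerant animals. It thus differs between the diagnoses.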

Results

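Gene expression was measured by RNA-seq in 25 libraries. Mean depth was 22233290 ± 833977 reads (SD, n = 4) in Spalax control, 19665538 ± 1151889 (SD, n = 4) in tolerant, and between 17668512 and 21814162 in the 4 groups of tumor-bearing Spalax, each with 2 libraries. In mouse it was 28125706 ± 2662963 (SD, n = 3) in control, 23269441 ± 1105963 (SD, n = 3) in UIS and 24772249 ± 1101309 (SD, n = 3) in IS. Between 16882 and 18790 genes had at least 1 read in a Spalax library and between 19596 and 23911 in a mouse library. The libraries were compared to ask how untreated, tolerant and tumor-bearing muscle differ, how tumors differ from uninjected tissue, and which of these differences are shared by both species.

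The libraries were first clustered over 12857 genes shared by both species. The first split put the 7 tumor libraries (4 Spalax, 3 mouse) on one branch and the 18 muscle libraries of both species on the other. The 4 other settings tried, namely complete linkage, 1 minus Spearman correlation, the 500 most variable genes and a pseudocount of 0.1, gave the same 7 tumor libraries. Within each species the first principal component carried 64.1% of the variance in Spalax and 67.7% in mouse and separated IS from muscle. The second component carried 7.9% and 11.7%. Its most distant libraries were granuloma UIS 976 at -135.6 and mouse UIS 512 at -146. Tolerant 2251 lay at 23.8 on the first component, between the other Spalax muscle libraries (-104.6 to -58.3) and the tumors (187.8 to 226.7).

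**Figure D1:**
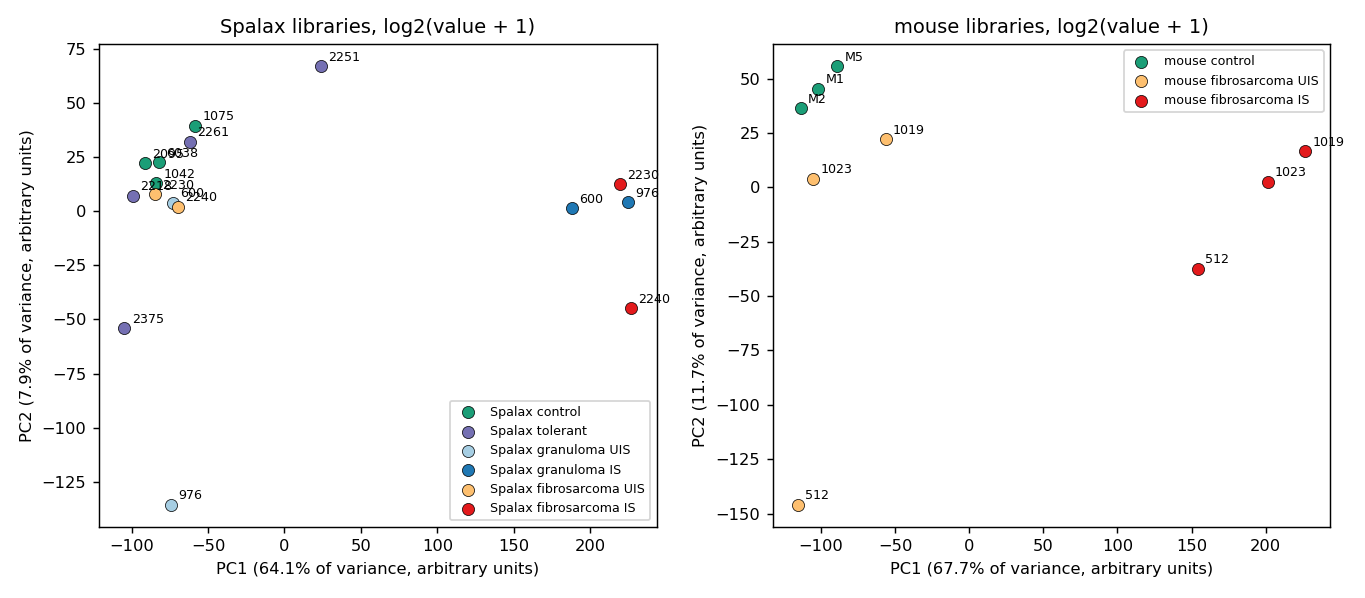
Principal components of log2(value + 1) in Spalax (left) and mouse (right), in arbitrary units, with 1 point per library labelled by animal and colored by group. The first component separates IS from muscle libraries, and granuloma UIS 976 (-135.6) and mouse UIS 512 (-146) lie far from the rest on the second.

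The first comparison asked whether uninjected muscle of tumor-bearing Spalax differs from untreated muscle. Of 13909 genes tested by limma, 0 had an adjusted p of at most 0.05, the smallest being 0.155. At an unadjusted p under 0.05 there were 2315 genes (1100 higher and 1215 lower in UIS), where 695 would be given by chance. In 12.7% of the genes the 4 control and 4 UIS libraries did not overlap, against 2.9% by chance. The alternative that moved this result most was DESeq2, with 500 genes (282 higher), of which edgeR called 0. Index and group cannot be told apart here, since all controls carried dual and all UIS libraries single indexes. Biopsy in life against sampling at death is confounded in the same way. Without the single male of the 8 animals, 1918 of the 2315 genes (82.9%) stayed at an unadjusted p under 0.05 in the same direction.

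Lists of genes named by the study on these same libraries were examined next, and as such calls were their source, the counts within a list show no stability. Of a list of 68 genes, 62 passed the filter, 62 had an unadjusted p under 0.05, 62 passed when adjusted over the list alone and 0 when adjusted over all genes by limma. The libraries of both groups did not overlap in 56 of the 62. DESeq2, adjusted over all genes, called 66 of the 68, while edgeR called 0 genes in this comparison. Of 25 candidate genes, 22 passed the filter and 22 changed in the listed direction. Unadjusted p was under 0.05 in 21, adjustment over the list left 21, adjustment over all genes left 0, and the libraries did not overlap in 20. DESeq2, adjusted over all genes, called 21 of the 25. Ucp1, Ccl1 and Serpina6 fell under the filter of the limma fit. The smallest unadjusted p belonged to Prph, a neuronal intermediate filament, with 193.3 ± 59.3 normalised counts in control (SD, n = 4) and 30.6 to 73.93 in the 4 UIS libraries. Its log2 fold change was -2.20 (SE 0.36, limma adjusted p 0.155). Alas2, an enzyme of heme synthesis, rose by 3.20 (SE 0.63, limma adjusted p 0.157). Clec2l fell by 3.61 (SE 0.72, limma adjusted p 0.157). Cp rose by 1.59 (SE 0.32, limma adjusted p 0.157). In these 4 genes all UIS libraries lay on one side of all control libraries. Cdkn1a (2.36, SE 1.03), Foxo1 (1.99, SE 0.75) and Lrrc38 (2.01, SE 0.95) had limma adjusted p of 0.252 to 0.323, and 1 UIS library, granuloma 976, lay far above the other 3 in each. The count of Nme2 is uncertain in mouse, where 48.93% of its exon bases lie under another gene on the same strand.

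**Figure D2:**
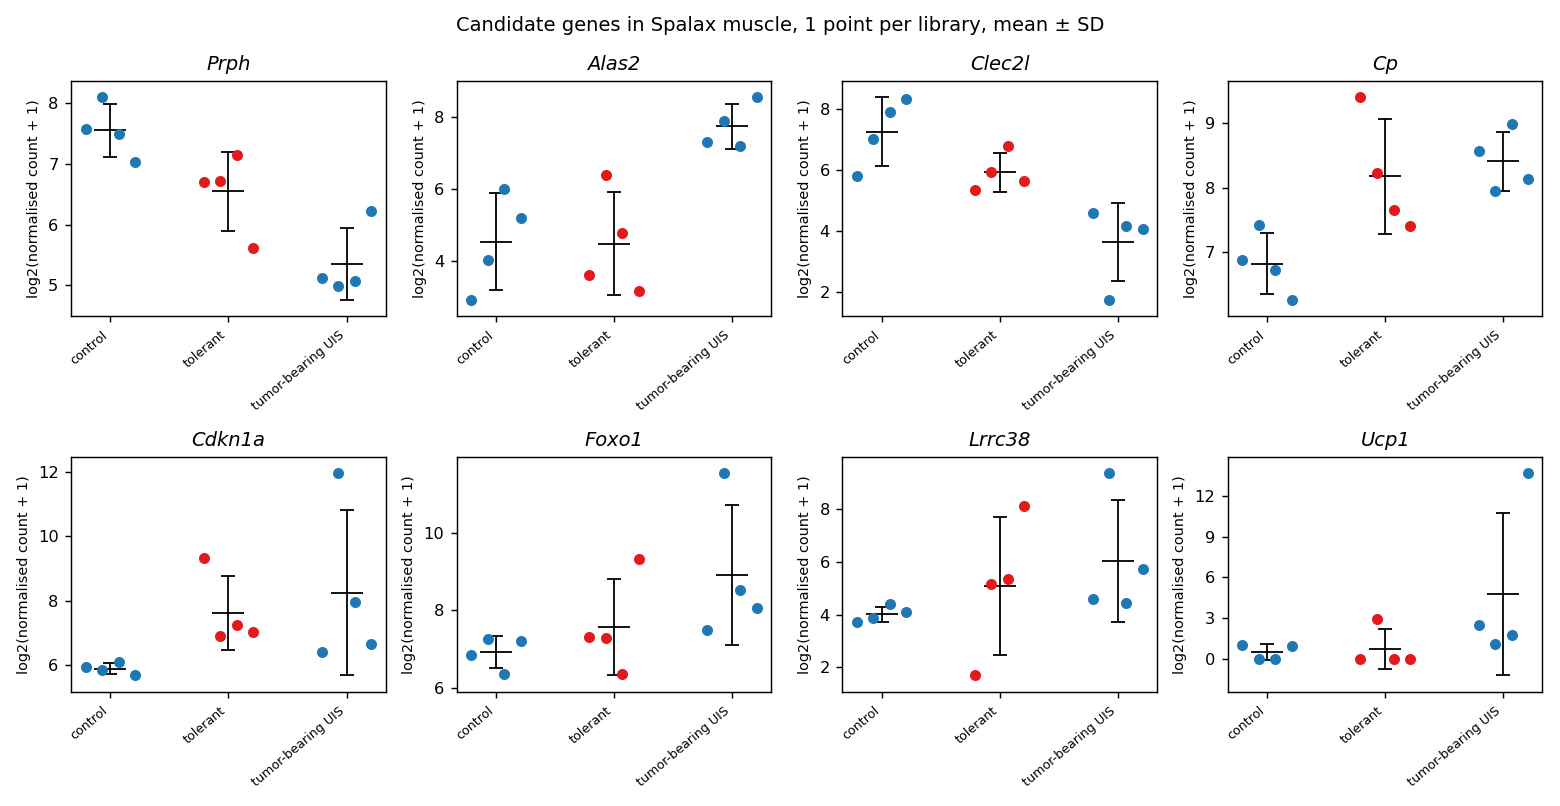
Log2(normalised count + 1) of 8 candidate genes in control, tolerant and tumor-bearing UIS muscle of Spalax, with 4 libraries per group, bars for the mean and whiskers for the SD. The upper 4 have the smallest unadjusted p, and the lower 4 were chosen after their values were seen because 1 UIS library stands apart, such as Ucp1 at 13000 in fibrosarcoma UIS 2230.

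Tolerant animals were compared with both other groups to ask where injected muscle without a tumor lies. Between control and tolerant, limma called 0 of 14020 genes (smallest adjusted p 0.218), with 733 at an unadjusted p under 0.05 where 701 would be given by chance. The libraries did not overlap in 3.9% of genes, against 2.9% by chance. DESeq2 called 55 genes. With scaling by total reads, which shifted the median by 0.12, 409 of 635 genes at an unadjusted p under 0.05 were higher in tolerant, against 430 of 733. Between tolerant and tumor-bearing UIS, limma called 1 of 14029 genes, the provisional locus LOC103747932, which is named only because it was the single call. It was higher in all 4 UIS libraries than in all 4 tolerant ones, with a log2 fold change of 7.12 (SE 0.57, limma adjusted p 0.00507). At an unadjusted p under 0.05 there were 718 genes, 425 of them higher in UIS, and 4.1% of genes did not overlap against 2.9% by chance. Scaling by total reads shifted the median by -0.12 on the log2 scale and left 211 of 593 such genes higher. With sex as a covariate the number of calls was 0. Of the 2315 genes with an unadjusted p under 0.05 between control and UIS, the tolerant mean was closer to control in 54.6%, and among 477 of the DESeq2 calls in 47.6%. Among the 22 tested candidates it was closer to control in 14 (63.6%). Index and group are confounded between tolerant and UIS, and sex in part in both comparisons. Side and group are confounded in both. All tolerant libraries are labelled as the injected side, and all control and UIS libraries as the uninjected side.

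The tumors were then compared with the uninjected side of the same animals. In granuloma, limma called 3581 of 14735 genes, 1718 higher and 1863 lower in IS. In fibrosarcoma it called 5339 of 14696, 2550 higher and 2789 lower. In mouse it called 6870 of 15220, 3469 higher and 3401 lower. Of all genes tested the libraries did not overlap in 69.8%, 74.3% and 60.2%, where chance gives 33.3%, 33.3% and 10%. With the animal as a block limma called 3108 genes in granuloma (1474 higher), 4886 in fibrosarcoma (2355 higher) and 6707 in mouse (3532 higher), of which 2910, 4536 and 6154 were also called without it. The correlation of same-animal deviations was 0.01, 0 and 0.12. That of different animals was -0.01, 0 and -0.06. Deviations from a group mean sum to 0, so the second set follows from the first, exactly or nearly, and is no separate check. The alternative that moved the granuloma count most was 1 model over all Spalax libraries, with 6314 genes. Leaving out both libraries of mouse 1023 left 0 calls in mouse. Scaling by total reads shifted the median change by 0.73 in granuloma, 0.8 in fibrosarcoma and 1.05 in mouse on the log2 scale. Under it 75.0% of 4528, 75.6% of 6858 and 81.8% of 9278 calls were higher in IS, against 48%, 47.8% and 50.5% above.

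The largest rises in granuloma were Postn (11.38, SE 0.64), Col11a1 (10.67, SE 0.91) and Mmp3 (10.40, SE 0.71), with limma adjusted p of 0.0047 to 0.00571. The matrix protein Postn averaged 52.1 normalised counts in granuloma UIS (31.8 and 72.4) and 147300 in granuloma IS (79750 and 214900). The largest falls were Myh7 (-12.14, SE 1.82), Ckm (-12.02, SE 1.5) and Myom2 (-12.01, SE 1.25), with limma adjusted p of 0.00733 to 0.0138. In fibrosarcoma Anln (9.75, SE 0.58), Kiaa0101 (9.34, SE 0.85) and Mki67 (9.01, SE 0.35) rose most, with limma adjusted p of 0.000854 to 0.00488. Ckm (-16.01, SE 0.26), Myl1 (-15.99, SE 0.23) and Mb (-15.55, SE 0.22) fell most, each with a limma adjusted p of 0.000351. In mouse Top2a (7.29, SE 1.62), Hmga2 (7.04, SE 1.72) and Fbn2 (6.99, SE 1.31) rose and Pvalb (-11.92, SE 1.53), Myh4 (-11.86, SE 1.69) and Ces1d (-10.79, SE 1.00) fell, with limma adjusted p of 0.0014 to 0.0177. All libraries of these genes were separated between IS and UIS, and all 18 results kept their call with the animal as a block.

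Granuloma and fibrosarcoma shared 2744 of their calls, where 1248 would be given by independent lists over the 14258 genes tested in both. Of the shared genes 2742 changed in the same direction, 1195 higher and 1547 lower. They made up 76.6% of the granuloma and 51.4% of the fibrosarcoma calls. With the animal as a block 2465 were shared. With scaling by total reads 3568 were shared, 2673 of them higher in granuloma IS, against 1197 of 2744. Of 837 genes called only in granuloma, 94.3% of those tested had the same sign in fibrosarcoma, and of 2595 called only in fibrosarcoma 94.9% had the same sign in granuloma. Across genes, the log2 fold changes of the 2 diagnoses had Pearson r 0.888 and Spearman rho 0.853, and genes are not independent replicates. The difference itself was tested as an interaction. Of 15584 genes limma called 0 with and without the animal block (smallest adjusted p 0.083), with 766 at an unadjusted p under 0.05 where 779 would be given by chance, so a call in 1 diagnosis only is not shown to be specific to it. Direct comparisons of fibrosarcoma with granuloma gave 0 limma calls in UIS (572 genes at an unadjusted p under 0.05, 705 by chance) and 0 in IS (591, 728 by chance). DESeq2 called 119 and 179. In IS, 245 of the 591 were higher in fibrosarcoma, and 323 of 618 with scaling by total reads, which shifted the median by 0.1.

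Sets of genes fixed in advance were tested with camera of limma in 15 tests. Apart from sarcomere genes, their categories were those the study reported as dominant among its DEGs of these same libraries. The tests of those sets therefore restate that result in part and are no independent support. ECM genes rose by a mean log2 of 6.01 in granuloma (31 of 31 higher, adjusted p 2.56e-20 by limma), 3.10 in fibrosarcoma (29 of 31, 1.07e-09) and 3.92 in mouse (32 of 32, 1.55e-10). Cell cycle genes rose by 3.87, 5.01 and 4.44, with 28, 29 and 29 of 29 higher. Innate immune genes rose by 3.14, 2.9 and 2.79, with 23 of 23, 23 of 23 and 26 of 27 higher, and their largest adjusted p by limma was 4.16e-05. Citrate cycle genes changed by -2.24, -2.56 and -2.81, with 2 of 26, 2 of 27 and 3 of 27 higher. Sarcomere genes changed by -9.88, -12.49 and -8.15, with 0 higher. With the animal as a block the means were the same by construction, and the 15 adjusted p by limma ranged up to 8.97e-08, beside same-animal correlations of 0.01, 0 and 0.12. With an inter-gene correlation of 0.05 the means were also the same, but the tests were weaker. The adjusted p by limma was then 6.75e-11 for ECM genes in granuloma and at most 0.00241 over the 15 tests. Scaling by total reads moved the means most. It changed the citrate cycle means to -1.5, -1.76 and -1.75 and the ECM means to 6.74, 3.90 and 4.98, no set changed direction, and the largest adjusted p by limma was 0.0184.

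A network of 7 ECM genes with 3 partners was examined because the study set its behavior in granuloma against that in fibrosarcoma. The study chose these genes on the same libraries, so p adjusted over the list alone restates that choice in part and shows no stability. In granuloma Aspn (5.54, SE 0.84, limma adjusted p 0.0141) and Lum (6.84, SE 0.77, limma adjusted p 0.0083) were higher in IS. In fibrosarcoma Kera (-5.11, SE 0.61), Chad (-3.44, SE 0.55), Omd (-3.09, SE 0.68), Sfrp1 (-2.74, SE 0.49) and Fbln5 (-2.17, SE 0.47) were lower in IS, with limma adjusted p of 0.00774 to 0.029. Kera was listed at 0 in both fibrosarcoma IS libraries, and Chad and Kera fell under the filter in granuloma and mouse. None of the 5 tested in mouse was called. The interaction was negative in all 7 genes, from -2.92 (Fbln5, SE 0.81) to -8.45 (Kera, SE 2.66). Adjusted over the list of 10 genes its limma p ran from 0.00129 (Lum) to 0.0266 (Omd), and adjusted over all genes from 0.443 to 0.946. Of the partners, Jun fell in granuloma (-2.55, SE 0.41, limma adjusted p 0.0158) and Igf2 in fibrosarcoma (-4.27, SE 0.81, limma adjusted p 0.0206). Jun had an interaction of 2.33 (SE 0.61, limma list-adjusted p 0.0145) and Igf2 and Cebpa did not pass (0.0685 both). With the animal as a block the calls of these 7 genes, Jun and Igf2 in granuloma and fibrosarcoma were kept, and Lum passed in mouse (2.45, limma adjusted p 0.0487). Same-animal correlations were 0.01 and 0 in Spalax and 0.12 in mouse. The mean difference between fibrosarcoma and granuloma over the network was 2.51 in UIS and -3.16 in IS. On average 44.3% of the interaction thus came from the uninjected side, but the genes differed. The UIS difference was the larger in size in Aspn (3.57, IS -2.96), Chad (4.13, -1.97) and Kera (4.54, -3.91). The IS difference was the larger in Fbln5 (UIS 0.98, IS -1.94), Lum (2.99, -4.79), Omd (0.75, -3.38) and Sfrp1 (0.63, -3.17).

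**Figure D3:**
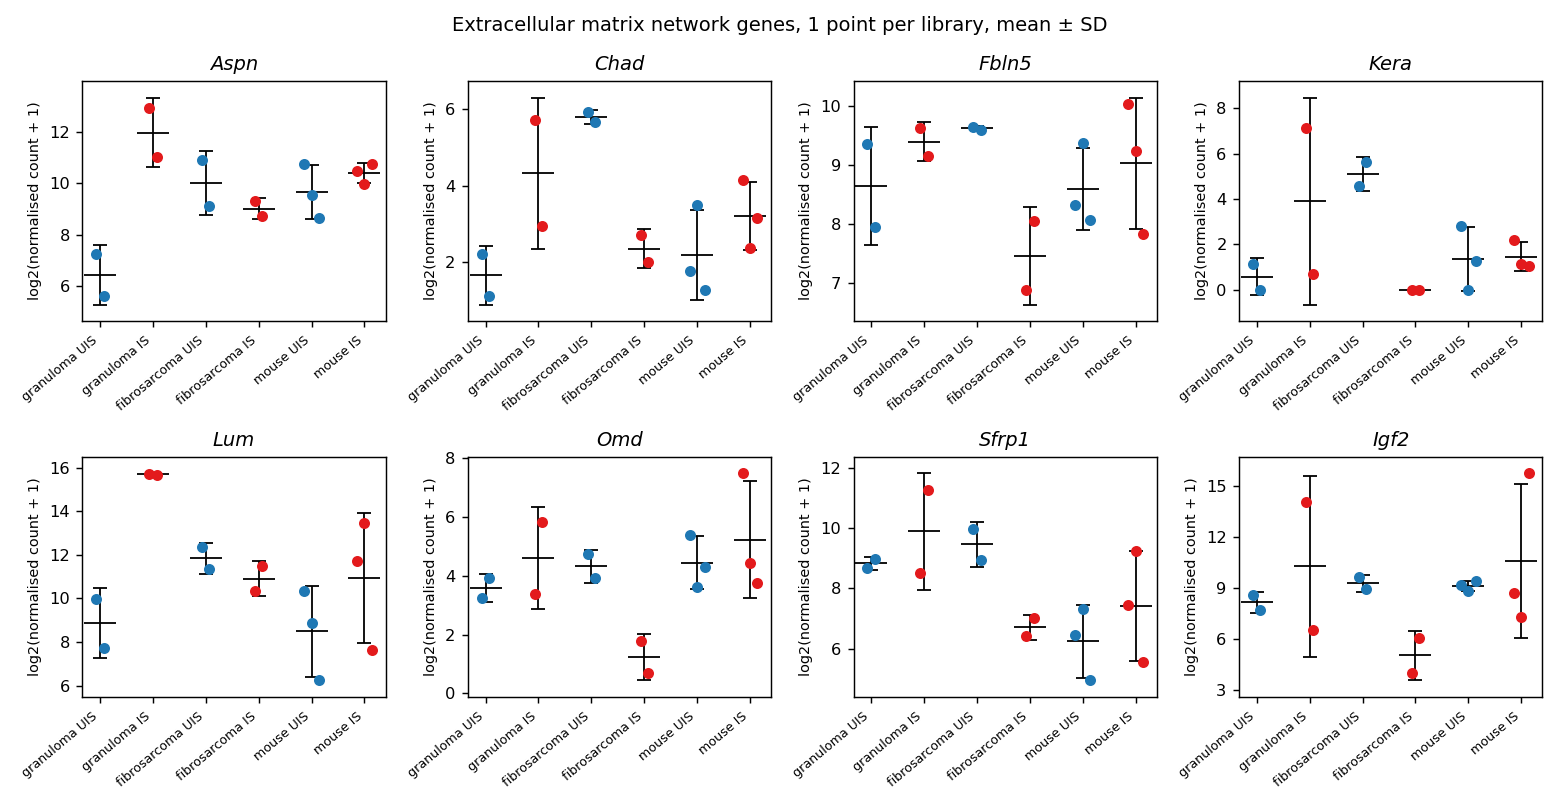
Log2(normalised count + 1) of the 7 ECM network genes and Igf2 in UIS and IS of granuloma, fibrosarcoma (2 libraries each) and mouse (3 each), with bars for the mean and whiskers for the SD. Lum is higher in granuloma IS (52460 and 54200) than in UIS, and Kera is at 0 in both fibrosarcoma IS libraries.

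In mouse, control and UIS were compared as the counterpart of the first comparison. Limma called 0 of 14792 genes (smallest adjusted p 0.293), with 1621 at an unadjusted p under 0.05 (515 higher, 1106 lower) where 740 would be given by chance. The libraries did not overlap in 21.2% of genes, against 10% by chance. DESeq2 called 382. Scaling by total reads shifted the median by -0.27 and left 226 of 1748 such genes higher. Index and group cannot be told apart. Ucp1, the uncoupling protein of brown fat, was at 24000 to 45980 normalised counts in the 3 mouse controls and at 0 to 13180 in UIS (-6.87, SE 3.10, limma adjusted p 0.468), while the 4 Spalax controls had at most 1.10. Control M1 and both libraries of mouse 512 are labelled male, yet had Xist at 7116 to 21588 normalised counts and 7 Y-linked genes summing to at most 14.7. The other 6 libraries had Xist at most 18.4 and a Y-linked sum of at least 3912.

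The tumor responses of both species were set against each other over 11262 shared genes. Limma called 445 genes whose IS against UIS difference differed between Spalax fibrosarcoma and mouse, 227 with a positive and 218 with a negative difference. With the animal as a block it called 58, and same-animal correlations were 0 in Spalax and 0.12 in mouse. Without UIS 1023 it called 56, the lowest count of the alternatives, and DESeq2 gave the highest with 1905. Scaling by total reads shifted the median by -0.25 and gave 423 calls, of which 34.3% were positive against 51%. Positive differences were largest for Apoc1 (11.22, SE 2.22), Cfd (8.79, SE 1.06) and Wfdc1 (8.38, SE 1.47), and negative ones for Capn6 (-12.68, SE 1.76), Sln (-11.56, SE 2.42) and Brinp3 (-10.73, SE 1.78), with limma adjusted p of 0.00831 to 0.0386. With the block Cfd and Capn6 kept their call, and Apoc1, Wfdc1, Sln and Brinp3 had limma adjusted p of 0.0611 to 0.0875. Of the 11 species genes none passed (smallest limma adjusted p 0.0609, Mtor, -1.37, SE 0.34). Within species, Tlr4 (2.54), Ifngr1 (2.04), Irf1 (2.76), Ddit4 (2.28), Bmp7 (1.52) and Mmp8 (5.08) rose and Mtor (-1.82) fell in Spalax fibrosarcoma with limma adjusted p of 0.00598 to 0.04. These 7 genes were not called in mouse, where Irf1 passed only with the block (limma adjusted p 0.0275). With the block Bmp7 lost its call in Spalax (limma adjusted p 0.0774). Creb3l1 and Emilin2 rose in both. Across the 11085 genes tested in both, the log2 fold changes had Pearson r 0.756 and Spearman rho 0.698, and genes are not independent replicates. Of 2752 genes called in both, 2667 changed in the same direction.

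Fanconi anemia genes, which repair DNA crosslinks, were compared between the untreated muscle of both species. The study counts slightly more genes in this pathway than the 52 listed here, so the share does not cover its whole list. Of these 52 genes 51 were in both tables. A higher mean CPM in the 4 Spalax controls than in the 3 mouse controls was found in 36 (70.6%). Among all shared genes the share was 47.6%. Among 10000 random lists matched on mean expression the median was 47.1%, and 0.07% of lists reached 70.6%. The libraries of both species did not overlap in 28 genes that were higher in Spalax and 5 that were higher in mouse. The alternative that moved the share most was a list of 16 genes named by the study for being higher, with 100%. On the scale of CPM + 1 the ratio was largest for Fen1, with 32.4 ± 6.47 CPM in Spalax (SD, n = 4) and 0.176 ± 0.164 in mouse (SD, n = 3, a mean of 4 reads). The mouse value is uncertain, since 84.19% of the exon bases of Fen1 lie under a gene of the opposite strand. Brca2 had 29.9 ± 8.73 and 2.71 ± 0.444 CPM with 0.3% under other genes, and Wrn 37.9 ± 9.08 and 12.0 ± 2.76 CPM with 0%. At the other end Poln had 0.412 ± 0.138 CPM in Spalax and 13.2 ± 0.538 in mouse. The levels rest on different gene models and were not tested.

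**Figure D4:**
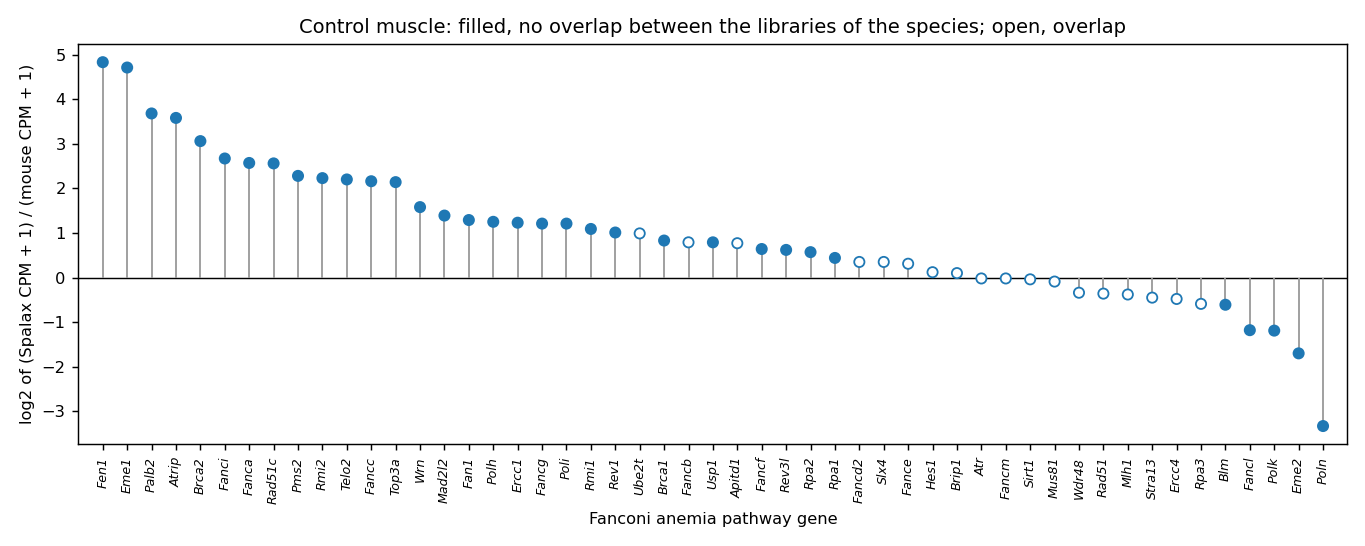
Log2 ratio of mean CPM + 1 in Spalax control (4 libraries) to mouse control (3 libraries) for 51 Fanconi anemia genes, 1 point per gene, filled where the libraries of the species do not overlap. The ratio is above 0 in 36 genes and runs from 4.83 (Fen1) to -3.33 (Poln).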

Values the study reported

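Between untreated muscle and the uninjected side of tumor-bearing Spalax, the study reported 68 annotated genes as differentially expressed. It named 25 candidate genes. Between tumor and uninjected tissue it reported 2316 genes in granuloma and 3293 in fibrosarcoma, with 1736 genes in both.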

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

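The tests of tolerant 2251 and 2375, of slow fibre content and of brown fat genes in fibrosarcoma UIS 2230 were chosen only after the result was seen, as was the list of muscle wasting genes used for granuloma UIS 976 and the list of early muscle genes used for mouse IS 512.

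In 12 of 85 values examined, 1 of 4 libraries of a group lay far from the other 3, where the rule used gives 4.2 by chance. The rule was applied to normalised counts and not on the log2 scale of the tests. High values stand further apart on the scale of counts, and all 12 were the highest library of their group. The rule was not applied on the log2 scale, so the 12 values are described without a claim of an excess over chance. The first set belongs to granuloma UIS 976, where Cdkn1a reached 4011 normalised counts (other UIS libraries 84.4 to 251), Cish 2946 (115 to 554), Foxo1 2990 (178 to 369), Lrrc38 653.6 (20.6 to 51.2) and Ptger1 564.1 (158 to 176). A candidate explanation is a muscle wasting response in that animal. Of 19 other wasting genes 16 were highest in that library, and 0.12% of 10000 random lists matched on expression had as many. Over all genes 38.9% were highest there. Genes of random lists need not vary together, as those of a tissue or response can. The shares of random lists for single libraries, here and below, therefore overstate the evidence. The test leaves this explanation standing without deciding it. A piece of muscle of another kind was tested on 7 slow fibre genes, whose mean log2 value of 14.83 in that library lay within those of the 7 other control and UIS libraries (14.38 to 15.58). Other differences between muscle pieces were not tested. As 1 of the 4 UIS libraries, this one carries most of the mean rise of Cdkn1a, Foxo1 and Lrrc38 over control, although the other 3 UIS libraries also lay above all controls.

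Among tolerant animals, Foxo1 was 638 and Lrrc38 273.4 normalised counts in tolerant 2375 (others 80.7 to 158 and 2.25 to 39.7). Of the same 19 wasting genes 14 were highest there, and 0.03% of random lists had as many, so a muscle wasting response in one animal may apply here too. The slow fibre score of tolerant 2375 (15.62) lay within those of the other control and tolerant libraries (13.99 to 16.08). Cdkn1a was 638.1 in tolerant 2251 (others 118 to 151). That library was also displaced toward the tumors along the first principal component. Connective tissue in the biopsy may account for this displacement: 31 of 31 ECM genes were highest of the tolerant libraries there, and 0.01% of random lists had as many, which is the smallest share these lists can give. As ECM genes can vary together, this share overstates the evidence. Postn, for example, was at 20990 normalised counts in that library. Whether this is tissue taken beside the muscle or a change within it cannot be told from 1 library, and no test bears on Cdkn1a itself.

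In fibrosarcoma UIS 2230 Ucp1 was at 13000 normalised counts (others 1.18 to 4.82) and Prph at 73.93 (others 30.6 to 33.8). Brown fat in the biopsy was tested on other brown fat genes. Between control and UIS as groups they did not differ, with a two-sided exact permutation p of 0.77. A test of groups cannot settle a rise in 1 library. In fibrosarcoma UIS 2230, 4 of 7 were highest, and 4.53% of random lists had as many. Cidea was at 5053 there (8.244 to 19.4 in the other UIS libraries), while Dio2, Zic1 and Ebf2 were not highest. The mean log2 score of brown fat genes was 6.83, against 3.95 to 5.09 in the other UIS libraries. Brown fat in that biopsy remains a candidate explanation for that library. Cdh8 was at 18.18 in fibrosarcoma UIS 2240 (others 4.71 to 6.03) and Vpreb3 at 245.7 in control 6038 (others 50.3 to 64.9). No explanation was tested for Cdh8, Vpreb3 and Prph.

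The ECM network differed between diagnoses in the change from UIS to IS, by -6.53 (Aspn), -6.10 (Chad), -2.92 (Fbln5), -8.45 (Kera), -7.78 (Lum), -4.12 (Omd) and -3.80 (Sfrp1) on the log2 scale, and its partner Jun by 2.33. These passed limma adjustment over the list of 10 genes (0.00129 to 0.0266) and none over all genes (0.443 to 0.946). As the study chose the genes on these libraries, the adjustment over the list restates that choice in part. With 2 animals per diagnosis, animal and diagnosis are close to the same thing. The muscle and stroma content of the uninjected side was weighed against a difference in the tumors. On average over the 7 genes 44.3% of the difference lay in UIS, where all 7 were higher in fibrosarcoma. The rest lay in IS, where all 7 were lower. The part in UIS was the larger in Aspn, Chad and Kera, and the part in IS in Fbln5, Lum, Omd and Sfrp1. A difference in the uninjected tissue can account for the part in UIS and not for the part in IS. The part in IS cannot be told apart from differences between single animals. Jun was not part of this test.

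Between Spalax fibrosarcoma and mouse the IS against UIS difference itself differed in 445 genes, led by Apoc1 (11.22), Cfd (8.79), Wfdc1 (8.38), Capn6 (-12.68), Sln (-11.56) and Brinp3 (-10.73). Both species had different gene models. A constant factor on a gene would cancel within a species, except at low values, where fold changes are understated. Whether the gene models contribute was not tested. With scaling by total reads 423 genes were called, 338 of them among the 445. With the animal as a block 58 were called. A tissue difference on the uninjected side may contribute for fat genes: Cfd was at 2133 to 10980 normalised counts in mouse UIS and 464 to 515 in Spalax fibrosarcoma UIS. That was not tested. For Sln the Spalax fall starts from 25590 and 31380, and mouse UIS held 106.5 to 235.8, so the fall available in mouse was smaller. Capn6 is highest in mouse IS 512 (8058), where other muscle genes are high as well, yet the other mouse IS libraries also held at least 758.8 against at most 99.2 in mouse UIS. Species cannot be told apart from whatever else differed between the animals of both species.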

How the results depend on the processing

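The groups, the designs and the first alternatives were fixed before the data were examined. Scaling by total reads, TMM scaling, edgeR with TMM on recovered reads, pseudocounts of 0.1 and 10, and the restriction of Fanconi genes by exon overlap were chosen after seeing the data, and so were the tests on other splits that count unadjusted p or DESeq2 calls.

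Of 278 alternative values for 29 results, 239 stayed within 1.5 times the count, within 1 SD or on their side of the threshold. All 15 gene set results were among them, with limma adjusted p up to 0.0184 over their alternatives. Of the 156 counts of genes among the 239, 79 were 0 in both fits and so have no direction. In 15 the majority of calls lay on the other side. The share moved most with scaling by total reads, where 3397 of 4528 calls were higher in granuloma IS, 5186 of 6858 in fibrosarcoma IS and 2673 of 3568 in the shared list, and 145 of 423 species differences were positive. The causes of the changes below were not tested except where stated.

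DESeq2 called 500 genes between control and UIS, 55 between control and tolerant, 40 between tolerant and UIS, 5399 in granuloma, 119 between the UIS and 179 between the IS of both diagnoses, 382 between mouse control and UIS, 4175 shared by both diagnoses, 88 for their interaction and 1905 between species. In simulated data 19.2% to 50.8% of DESeq2 calls were false. Few genes were changed in those data, and the false share depends on how many change. It need not hold where many genes are called, such as the 5399 in granuloma. One model over all libraries of the species called 1, 1, 6314, 19 and 4283 genes in control against UIS, control against tolerant, granuloma, IS against IS and the shared list. Without the filter control against tolerant gave 2 and tolerant against UIS 3. The latter gave 0 with sex as a covariate or with a pseudocount of 0.1 and 2 with scaling by total reads. The species interaction gave 58 with the animal block and 1218 with granuloma added. The Fanconi share was 100% in the 16 genes named as higher and 66.7% with at least 1 CPM.

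Leaving out 1 library or 1 animal gave 0 to 1 calls for tolerant against UIS, 0 to 4 for mouse control against UIS, 0 to 7891 for mouse IS against UIS (4258 without IS 1023, 4067 without animal 1019), 56 to 787 for the species interaction, and 70.6% to 76.5% for the Fanconi share. In the interaction and in comparisons of 2 against 2 an arm of 1 library remained, so no calls were made. Counts divided by gene length were not run for lack of a Spalax annotation here.

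For named genes 1468 of 1607 values were unchanged in direction and, where tested, in call, 39 were weaker, 59 stronger, 4 moved by more than 1 SD and 30 reversed. Another 7 moved by less than 1 SD but changed sign. Of those that left out a library (688), 22 were weaker, 2 stronger, 4 moved and 21 reversed. Ddit4 in granuloma reversed to -0.22, -0.28 and -0.27 under edgeR with TMM, edgeR with RLE and DESeq2. With scaling by total reads Jun reversed in fibrosarcoma (0.59), Cebpa (0.05), Mtor (0.62), Bmp7 (0.27) and Mmp8 (0.84) in mouse, and Cebpa between species (-0.25). These genes moved by about as much as the median of all genes (0.8 in fibrosarcoma, 1.05 in mouse and -0.25 between species), so these reversals follow from the scaling. Where an arm of 1 library remained and no test was made, 8 of 208 values had the other sign. The log2 changes of these genes ranged in granuloma from -1.53 to 3.11 (Ddit4), -1.66 to 5.91 (Igf2), -0.20 to 2.26 (Omd) and -0.30 to 2.42 (Sfrp1), and in fibrosarcoma from -2.27 to 0.26 (Cebpa) and -0.74 to 0.30 (Jun). Leaving out 1 mouse library gave these ranges of log2 change in mouse: Jun -0.30 to 0.33, Cebpa -2.20 to 0.01, Mmp8 -1.52 to 1.49, Ddit4 -2.55 to 0.21, Fbln5 -0.06 to 1.04, Omd -0.33 to 1.52, Ifngr1 -0.22 to 0.64, Igf2 -1.11 to 3.13 and Bmp7 -1.35 to 0.24. Between species they were Cebpa -1.01 to 1.19, Ifnar2 -0.58 to 0.42, Jun -0.55 to 0.08 and Creb3l1 -1.19 to 0.04.

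Depth did not set the large counts: with reads thinned to the smallest library the calls were 3512 in granuloma, 5278 in fibrosarcoma and 6746 in mouse. It limits genes at few reads, such as Fen1 in mouse. The number of libraries limits more, since at 2 or 3 per group limma recovered 0.5% or 0% of simulated log2 changes of 2 and at least 93% of changes of 6. Low numbers of calls in those designs therefore leave changes near 2 untested. The simulation changed few genes, so its recovery need not hold in comparisons with many calls.

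Other splits of the same libraries were fitted to see how often they give as large a result. For control against UIS 1 of 35 splits, the real one, gave 2315 genes at an unadjusted p under 0.05 (next 1205, median 408.5) and 1 of 35 gave 500 DESeq2 calls (next 66), while all 35 gave at least the 0 limma calls. For control against tolerant 10 of 35 splits gave as many genes at an unadjusted p under 0.05, 4 of 35 as many DESeq2 calls and 35 of 35 as many limma calls. For tolerant against UIS these were 14, 12 and 2 of 35. Of the 14, 1 sets the 4 males against the 4 females (1456 genes, 107 DESeq2 calls), so sex and group cannot be told apart there. The largest (1907 genes, 391 DESeq2 calls) does not follow sex. It sets 2251, 2261, 600 and 2240, sampled 14 to 18 months after injection, against 2218, 2375, 976 and 2230, at 16 to 30 months. Time since injection may thus contribute and was not tested. For mouse control against UIS the numbers were 1, 1 and 10 of 10, and for mouse IS against UIS 1, 1 and 1 of the 4 splits that part all 3 pairs. The shares of 1 in 10 and 1 in 4 are the smallest those designs can give. The split of control against UIS is also that of the library indexes.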

Other observations

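The tests of exon overlap, of the sex labels, of mouse UIS 512 on wasting and slow fibre genes, of Igf2 beside adult muscle genes by library, and of smooth muscle and immediate early genes outside the study's list were chosen only after the result was seen.

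Between control and UIS limma called 0 genes here, with 2315 at an unadjusted p under 0.05. That is lower than the value quoted from the study above. DESeq2 alone called 500 genes, among them 66 of the 68 on the study's list. Granuloma gave 3581 DEGs, fibrosarcoma 5339 and their intersection 2744. These are each higher than the values quoted from the study above. The study's methods took the consensus of edgeR and DESeq2. It does not name the edgeR test, and the quasi-likelihood test was used here. With it the consensus gave 2920 genes in granuloma, 4961 in fibrosarcoma, 2262 in their intersection and 0 in control against UIS. The study's edgeR test may have differed, so these counts need not be those of its own rule.

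The excess of genes at an unadjusted p under 0.05 between control and UIS was weighed against technical explanations. For the library index, 74.7% of the 1765 genes that could be followed changed in the same direction between mouse control and UIS, against 59.6% of other genes. Of 16 candidate genes tested in both species 9 did so. The excess over other genes was reached in 4 of the 20 arrangements of the mouse libraries, so it does not decide between index and a response shared by both species, and the index cannot be told apart from the group. For sex, 82.9% of the 2315 genes kept an unadjusted p under 0.05 and their direction in females only, and 339 DESeq2 calls were shared between 500 and 534, so the male is not needed for most of them. Smooth muscle content was lower in UIS by -1.08 on the log2 scale (8 of 9 genes lower, two-sided exact permutation p 0.029, the smallest 4 against 4 can give, 0.29 after Benjamini-Hochberg over 30 scores). Some of these genes are among the study's own calls, so the test was repeated on the 5 outside that list (-0.56, 4 of 5 lower, exact permutation p 0.029, adjusted 0.29). A lower smooth muscle share in the UIS biopsies remains a candidate explanation. It failed the correction, as it had to, since 18 of the 30 scores would have to reach 0.029 for any of them to pass. Immediate early genes were higher by 1.04 (9 of 12 genes, exact permutation p 0.029, adjusted 0.29), but outside the study's list by 0.33 (6 of 9, exact permutation p 0.34, adjusted 0.60). The full list holds genes the study called on these libraries, and leaving them out lowers the score by construction, so a response at sampling cannot be told apart from the group. Blood in the biopsy was tested for Alas2. Other erythroid genes differed by 0.29 (4 of 6 higher, exact permutation p 0.49, adjusted 0.67), but 5 of these 6 lay under the filter and 1 was listed at 0 in all 8 libraries, so blood in the biopsy can be neither shown nor excluded. None of the 30 scores passed the correction, which only a result in most scores at once would have allowed.

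For control against tolerant, sex was weighed because the controls are female and 3 of 4 tolerant animals male. With sex as a covariate 1329 genes had an unadjusted p under 0.05, against 733 without it and 701 by chance, and limma called 0 in both. With 1 tolerant female the covariate rests on few libraries, so sex and group cannot be told apart.

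Mouse control M1 and both libraries of mouse 512 carry a male label with high Xist. Their highest sum of 7 Y-linked genes was 14.7 normalised counts, against at least 3912 in the other 6 libraries, and both libraries of mouse 512 gave the same answer. This is consistent with female animals under a male label. Groups were kept as labelled, and mouse control against UIS then holds 1 such library in each group of 3.

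Mouse 512 stood apart in both tissues. In the library labelled UIS 512, 22 of 23 muscle wasting genes were highest of the 3 mouse UIS libraries, and 0.01% of 10000 random lists had as many, which is the smallest share they can give. A muscle wasting response in one animal may explain its distance on the second principal component. A muscle piece with fewer slow fibres may do so too, since its slow fibre score of 9.29 lay under those of the 5 other control and UIS libraries (11.67 to 13.60). Both remain and cannot be told apart. Shares of random lists overstate the evidence here too, as genes of a list can vary together. In its tumor Igf2 reached 56300 normalised counts against 424 and 157 in the others, and H19 115000 against 2130 and 2240. An embryonic muscle programme in one tumor was tested on 12 early muscle genes. All 12 were highest there (0.01% of random lists), with Myod1 at 2830 against at most 6.52. Adult muscle left in the tumor sample was tested on 26 sarcomere genes, of which 21 were highest there (0.01% of random lists). Embryonic muscle may carry such genes too, so that list does not separate the explanations. The other 5, among them Ckm, Myh4 and Pvalb, were higher in IS 1023, where Igf2 was only 157, Myod1 6.52 and Pax7 0.593 (1750 in IS 512). Adult muscle left in the sample therefore leaves Igf2 and the early genes unexplained, and an embryonic muscle programme in this tumor remains a hypothesis from 1 animal. Without IS 512 the mouse change of Igf2 reversed to -1.11.

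In mouse control muscle Ucp1 stood at 24000 to 45980 normalised counts. Other brown fat genes were lower in mouse UIS by a mean log2 of -2.66 (9 of 9 lower, two-sided exact permutation p 0.10, the smallest 3 against 3 can give, adjusted 0.50). Most of this mean came from UIS 512, with a score of 4.06 against 9.01 and 8.56 in the other UIS libraries and 9.17 to 10.48 in the controls. In Spalax they did not differ between control and UIS (exact permutation p 0.77, adjusted 0.82).

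The higher levels of Fanconi genes in Spalax were weighed against differences between the gene models. Of random lists matched on expression 0.07% had as high a share, so a general offset between the tables leaves the share unexplained. Reads on overlapping mouse genes left uncounted whatever their strand were tested over all shared genes. The 93 genes whose exons lie mostly under opposite-strand genes had a median log2 ratio of Spalax to mouse of 1.31, against -0.07 in 9628 genes with little overlap (one-sided permutation p 1e-04, the smallest it can give). This suggests that the counting did not use strand for mouse and that such genes are undercounted there. A log2 ratio of at least 2 was found in 4.8% of genes with under 10% overlap and 56.4% of those with over 90%. Among Fanconi genes the 13 with a ratio of at least 2 had a mean overlap of 13.1%, against 4.8% in the others (permutation p 0.0618). Restricted to genes with under 10% overlap the Fanconi share was 71.1% of 38 genes, against 45.8% of 12715 shared genes. Overlap may thus lower single mouse values such as that of Fen1 without accounting for the share. Other differences between the gene models, such as gene length, were not tested, so a higher level in Spalax stays a hypothesis.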
